A study of Homo sapiens with 12 samples.

How the data were processed

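HepG2 cells, an established line from a human hepatocellular carcinoma, were profiled by chromatin immunoprecipitation and sequencing (ChIP-seq), in which antibodies recover the DNA bound to a chosen histone modification. Per the labels, 12 libraries fell into 4 groups of 3: H3K27ac, H3K4me1, H3K4me3 and a control. The control libraries were titled as input while their antibody label named an anti-mouse immunoglobulin, so the kind of control is uncertain. The labels' protocols state that fixed cells were sonicated, that 300 ng of sheared DNA entered each immunoprecipitation, that libraries were amplified for 10 to 16 PCR cycles, and that reads were paired, of 51 bp each.

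The values analysed were 3 deposited peak lists, 1 for each mark, which going by their names pooled the 3 replicates. Neither the labels nor the lists named the aligner, the peak caller, its version, its threshold, the use made of the control libraries or the genome build. The signal value of each peak was the authors' own, from their peak caller, and what it is relative to is not stated. The −log10 of the p-value and of the q-value of each peak were deposited beside it. The score in the deposited lists was 10 times the −log10 p-value, shortened to a whole number and capped at 1000, except for 12 H3K4me1 peaks. It was not used further. The lowest −log10 p-value was 2.00 in the H3K27ac list, 2.00 in the H3K4me1 list and 2.03 in the H3K4me3 list, and 436, 224 and 42 peaks respectively had a q-value above 0.05. The authors' signal values were used only to describe, rank or filter peaks within a list. No per-library values were analysed here, so the depth of each library and the spread between replicates are unknown.

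The genome build was settled from the positions. Peaks ended past the end of 14 of 24 GRCh38 chromosomes and past the end of 0 of 24 GRCh37 chromosomes, with chromosome lengths from GenomeInfoDb 1.38.1, and positions are therefore given as GRCh37, counted from 1. A gene annotation of that build was not used here, so positions are given without genes. The planned comparisons of promoter shares between marks and of promoters of liver genes with those of other tissues were not run for that reason.

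The main set held chromosomes 1 to 22 and X, 3036.3 Mb in all, and peaks on chromosome Y were set apart. Peaks of a list that overlapped were to be merged, but none did, so each peak was 1 region. Regions of different lists were shared where they had at least 1 bp in common. Overlap was compared with 1000 rotations of the first list within each chromosome by a one-sided permutation test, whose smallest p-value is 0.001. Names of region classes follow mark combinations only: promoter-like for H3K27ac regions that overlapped H3K4me3, enhancer-like for H3K27ac regions that overlapped H3K4me1 without H3K4me3, and H3K4me1-only for H3K4me1 regions that overlapped neither other mark. H3K27ac strength was compared as the difference in median log2 signal value within each chromosome. The position of H3K4me1 and H3K27ac relative to H3K4me3 was measured as the share of H3K4me3 summits inside a region of the other mark, minus the mean share of the positions 1000 bp to either side. Both were tested by two-sided permutation, flipping the signs of the 23 chromosome values 100000 times, whose smallest p-value is 1e-05. Chromosomes are not biological replicates: they show how even a result was across the genome of the pooled lists, not how it would vary between cultures. Standard deviations (SD) are over the 23 chromosomes. Shares have 95% Wilson intervals, which cover counting error only and treat neighbouring regions as independent.

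The named regions were the 3 with the highest signal value in each list and the 3 enhancer-like regions with the highest H3K27ac signal value. The part of that rule that required a distance from gene starts was not applied, for want of the annotation. An excess of the −log10 p-value was computed for each region, as its log2 minus a cubic fit on the log2 signal value within the same list. The median excess was taken per chromosome and per window of 5 Mb with at least 5 regions.

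The designs, the alternatives and the naming rule were fixed before the data were examined, as was a list of 5 chromosomes listed as gained in this line from general knowledge (2, 14, 16, 17 and 20). The excess, the division of H3K4me3 summits into quartiles of signal value, the division of lists into deciles, and joining peaks within 1000 bp were chosen after the data had been seen. The alternatives fixed before the data were examined included peaks as listed, peaks with a −log10 q-value of at least 5, and autosomes only. Others kept the stronger 50% of each list, or an equal number of regions per list, the strongest by signal value. Further ones were 50% of a region covered, windows of 200 bp to either side of summits, and moving regions by 50 to 500 kb in place of rotation. The last were distances of 500 and 2000 bp beside summits.

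Analyses used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9. The statistics were tested on simulated data. Of 2000 simulated regions, 200 were placed on H3K4me3 regions and 200 were recovered. Among 100 randomly placed lists, 2 reached a rotation p-value under 0.05, where 5 were expected. Sign flips called 8 of 200 sets of 23 values with no shift, where 10 were expected, and 200 of 200 sets shifted by 1 SD. A planted dip of -39.8 percentage points at 17934 isolated summits was recovered as -40.1. A chromosome raised by 1 on the log2 scale among 20000 simulated regions was recovered at 0.996.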

Results

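The data comprised pooled ChIP-seq peak lists of 3 histone modifications in HepG2 cells, made from 3 libraries per mark. H3K27ac is an acetylation found at active promoters and enhancers, H3K4me3 a methylation found mainly at promoters, and H3K4me1 a methylation found mainly at enhancers and promoter flanks. Per the series' design text, the marks served to choose among variants that might be causal, and the comparisons made here were of the number, overlap and position of marked regions. There were no replicate values, so no difference was tested against the spread between cultures, and the 3 control libraries gave no values of their own.

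The H3K4me1 list was the longest, with 182592 regions on chromosomes 1 to 22 and X, covering 196.4 Mb or 6.47% of their length. The H3K27ac list had 66513 regions covering 92.3 Mb (3.04%). The H3K4me3 list had 24446 regions covering 45.2 Mb (1.49%). Median widths were 696 bp for H3K4me1, 723 bp for H3K27ac and 1536 bp for H3K4me3. The authors' signal values had a median of 3.42 (interquartile range 2.76 to 4.66) for H3K4me1, 3.15 (2.16 to 8.74) for H3K27ac and 13.3 (3.45 to 41.9) for H3K4me3. The depth behind the lists is unknown, and longer lists can follow from deeper libraries as well as from more widespread marks. Joining peaks within 1000 bp moved the counts of the longer lists strongly, to 111705 H3K4me1 and 43428 H3K27ac regions, since 38.8% and 34.7% of the gaps between neighbouring peaks were that short. Together the lists covered 228.7 Mb (7.53%) in 169061 merged regions.

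The next comparison asked how often the marks occupied the same places. Of the H3K27ac regions, 58154 (87.4%, 95% Wilson interval 87.2 to 87.7, SD 2.98 over 23 chromosomes) overlapped H3K4me1, against a mean of 13.2% after rotation, a ratio of 6.63. H3K4me3 overlapped 21074 H3K27ac regions (31.7%, 31.3 to 32.0, SD 4.23), against 2.95% after rotation, a ratio of 10.7. Of the H3K4me1 regions, 34448 (18.9%, 18.69 to 19.05, SD 3.29) overlapped H3K4me3, against 2.64% after rotation, a ratio of 7.16. No rotation reached the observed number in any of these comparisons (one-sided permutation test, p = 0.001, the smallest that 1000 rotations can give). The largest move of these ratios under an alternative came from windows around summits, which raised the ratio of H3K27ac with H3K4me3 to 28.3. Moving each region by 50 to 500 kb, which keeps it in its neighbourhood, lowered the same ratio to 5.74. In the other direction, 22673 H3K4me3 regions (92.7%) overlapped H3K4me1 and 18955 (77.5%) overlapped H3K27ac. By length, H3K27ac and H3K4me3 shared 34.9 Mb, which was 77.3% of the H3K4me3 bases, while H3K4me1 and H3K4me3 shared 20.8 Mb, or 46.0% of the H3K4me3 bases.

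Mark combinations separated the H3K27ac list into 21074 promoter-like regions and 39769 enhancer-like regions (59.8%, 59.4 to 60.2), with 5670 regions (8.52%, 8.31 to 8.74) that overlapped neither methylation. Promoter-like regions covered 48.5 Mb and enhancer-like regions 41.5 Mb, or 1.37% of the genome. H3K4me1-only regions numbered 112508, or 61.6% (61.4 to 61.8) of the H3K4me1 list, and covered 82.6 Mb (2.72%). Among the H3K4me3 regions 18106 (74.1%, 73.5 to 74.6) overlapped both other marks and 924 (3.78%, 3.55 to 4.03) overlapped neither. These counts depended on the threshold. With an equal number of regions taken from each list, the strongest by signal value, the enhancer-like count was 4974 and the promoter-like count 15876. The order of these classes was then the reverse of that in the full lists. This setting kept all 24446 H3K4me3 regions but only the strongest H3K27ac and H3K4me1 regions. The reversal can therefore not be assigned to equal length alone.

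**Figure D1:**
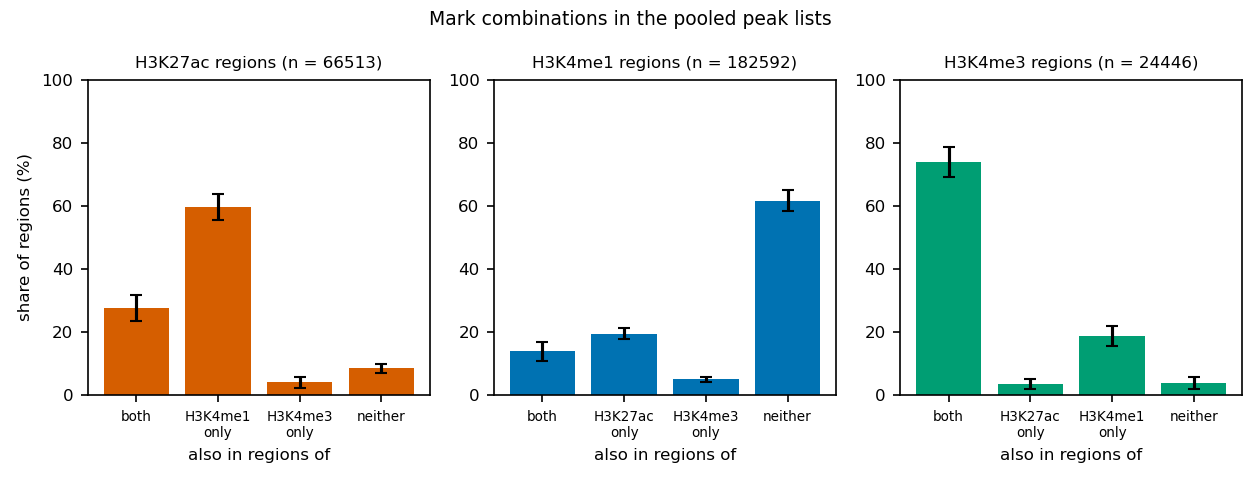
Share of the regions of each pooled list (%) by the other marks they overlapped. Bars give the share over all chromosomes and error bars the SD over 23 chromosomes; 59.8% of H3K27ac regions overlapped H3K4me1 only and 74.1% of H3K4me3 regions overlapped both other marks.

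H3K27ac strength was compared between regions with and without H3K4me3. Regions that overlapped H3K4me3 had a median signal value of 13.1 (interquartile range 4.90 to 25.6) and a median width of 1817 bp, against 2.50 (2.03 to 3.90) and 514 bp for the others. Within chromosomes the difference in median log2 signal value averaged 2.39 (SD 0.09, range 2.21 to 2.54), a ratio of 5.24, and was positive on 23 of 23 chromosomes (two-sided permutation test, p = 1e-05, the smallest the resampling can give). The alternative that moved it most was the stronger 50% of each list, with a difference of 1.81. Wider regions also have more room to overlap another region. With windows of 200 bp to either side of the summits, which are of 1 width, the difference was 2.32.

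Overlap was lower in the weaker deciles of signal value than in the strongest, but rose again in the weakest decile for each pair of lists except H3K27ac with H3K4me1, where the change was within its spread over chromosomes. In the strongest decile of H3K27ac regions 93.4% overlapped H3K4me3, compared with 7.91% in the ninth and 9.47% in the weakest. Overlap of H3K27ac with H3K4me1 went from 93.7% in the strongest to 80.3% in the ninth and 80.5% in the weakest. Overlap of H3K4me1 regions fell from 73.1% to 15.5% in the ninth decile for H3K27ac, and from 33.8% to 10.3% for H3K4me3, and was 19.7% and 15.2% in the weakest. All 2445 regions of the strongest H3K4me3 decile overlapped H3K27ac, whereas 51.5% did so in the eighth decile and 62.6% in the weakest. Their overlap with H3K4me1 was 97.5% in the strongest decile, 88.8% in the ninth and 94.0% in the weakest. Median widths also fell from the strongest to the weakest decile. They went from 3356 to 298 bp for H3K27ac, 2463 to 368 bp for H3K4me1 and 3271 to 413 bp for H3K4me3. Wider regions have more room to overlap another, and deciles were not compared at 1 width. The falls can therefore not be assigned to signal value alone.

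**Figure D2:**
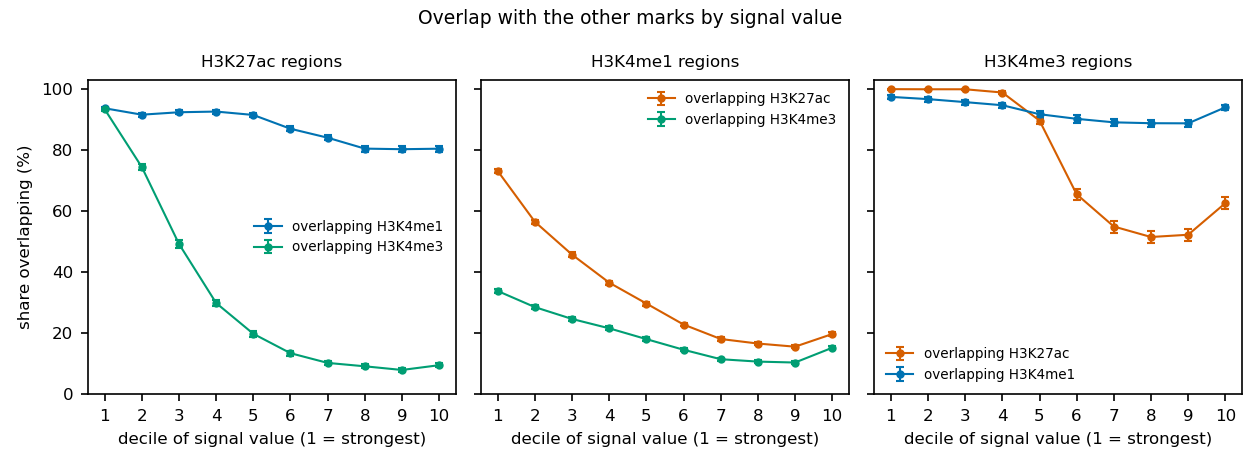
Share of regions overlapping each other mark (%) by decile of the authors' signal value within each list, from strongest (1) to weakest (10), with 95% Wilson intervals as error bars. Overlap of H3K27ac regions with H3K4me3 fell from 93.4% to 7.91% before rising to 9.47%, and that of H3K4me3 regions with H3K27ac from 100% to 51.5% before rising to 62.6%.

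The position of the other marks relative to H3K4me3 was compared at the 24446 H3K4me3 summits, with shares taken within each chromosome and averaged over the 23. On that average, H3K27ac regions contained 76.1% of summits (SD 3.81) and 43.6% (SD 3.08) of the positions 1000 bp beside them, a difference of 32.4 percentage points (SD 2.49) that was positive on 23 of 23 chromosomes. H3K4me1 regions contained 41.0% of summits (SD 5.97) and 54.4% (SD 7.96) of the positions beside them, a difference of -13.5 percentage points (SD 4.90) that was positive on 0 of 23 chromosomes. Both had p = 1e-05 in two-sided permutation tests, the smallest the resampling can give. The alternative that enlarged the H3K4me1 difference most was the stronger 50% of each list, at -31.8. It also depended on the distance chosen: it was -7.97 at 500 bp and -0.15 at 2000 bp, where it no longer passed the threshold (permutation p = 0.9). That value pooled summits that differed in direction: in the strongest quartile of H3K4me3 signal value the share over all its summits was 2.60% at the summit and 54.0% and 54.8% at 2000 bp to the left and right, and in the weakest it was 81.3% against 37.7% and 37.3%.

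The H3K4me1 difference also depended on H3K4me3 strength. Shares by quartile are over all summits of the quartile, and differences are means over chromosomes. In the strongest quartile of H3K4me3 regions (median signal value 52.4) 2.60% of summits lay inside an H3K4me1 region, with a difference from the flanks of -45.3 percentage points (SD 8.48). In the second quartile 1036 of 6112 summits did so, with a difference of -41.8. In the next, the share was 61.5% and the difference 7.52, although 68.0% and 68.1% of the positions 500 bp to the left and right lay inside an H3K4me1 region, more than at the summit. In the weakest quartile (median 2.34) the share was 81.3% and the difference 24.1 (SD 3.53), so that the direction was opposite to that of all summits. H3K27ac regions contained 99.98% of the summits in the strongest quartile and 54.1% in the weakest, and exceeded the flanks in each quartile, by 26.5, 46.7, 32.9 and 24.1 percentage points. All 8 two-sided permutation tests had p = 1e-05, the smallest the resampling can give, and a Benjamini-Hochberg adjusted value of 1e-05. The quartiles were chosen after the data had been seen.

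**Figure D3:**
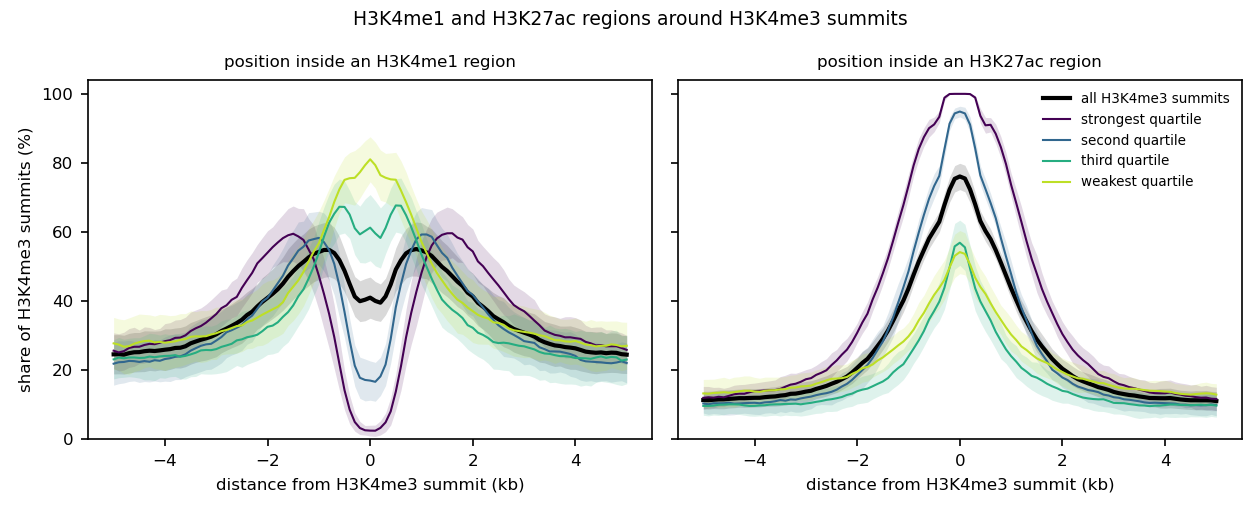
Share of H3K4me3 summits (%) for which the position at each distance (kb) lay inside an H3K4me1 region (left) or an H3K27ac region (right), for all summits and by quartile of H3K4me3 signal value. Lines are means over 23 chromosomes and bands 1 SD; at the summit the mean H3K4me1 share was 2.45% in the strongest quartile and 81.0% in the weakest.

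The strongest regions of each list were named by signal value, with GRCh37 positions. For H3K27ac they lay on chromosome 12 from 12418222 to 12420866 (signal value 121.6), chromosome 19 from 1652556 to 1653527 (105.0) and chromosome 1 from 17229488 to 17232674 (103.9), and each overlapped H3K4me3 and H3K4me1. For H3K4me3 they lay on chromosome 19 from 2454680 to 2457759 (108.4), chromosome 17 from 7475971 to 7478916 (106.2) and chromosome 19 from 47729427 to 47735354 (103.5), each overlapping both other marks. For H3K4me1 they lay on chromosome 9 from 136743600 to 136756539 (20.8), chromosome 22 from 37897896 to 37902346 (19.3) and chromosome 21 from 46306675 to 46309057 (19.1), each overlapping H3K27ac without H3K4me3. The strongest enhancer-like regions lay on chromosome 15 from 67338870 to 67344755 (H3K27ac signal value 70.4), chromosome 21 from 44880260 to 44889397 (60.4) and chromosome 2 from 114731318 to 114739700 (59.5). Genes at these positions were not analysed here.

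Ranking by p-value gave a different order from ranking by signal value. Of the 1000 H3K4me3 regions with the highest −log10 p-value, 159 lay on chromosome 20 and 0 on X, whereas of the 1000 with the highest signal value 34 lay on chromosome 20 and 28 on X. In the H3K27ac list the corresponding numbers were 82 and 3 by p-value, and 28 and 38 by signal value. In the H3K4me1 list they were 138 and 0 by p-value, and 30 and 11 by signal value. The median excess of the −log10 p-value at a given signal value was highest on chromosome 20, at 0.65 (log2) for H3K27ac, 0.46 for H3K4me1 and 0.81 for H3K4me3, and lowest on X, at -0.69, -0.42 and -0.92. The lists came from the same cells and may share control libraries, so a correlation of their medians across chromosomes was not read as evidence.

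**Figure D4:**
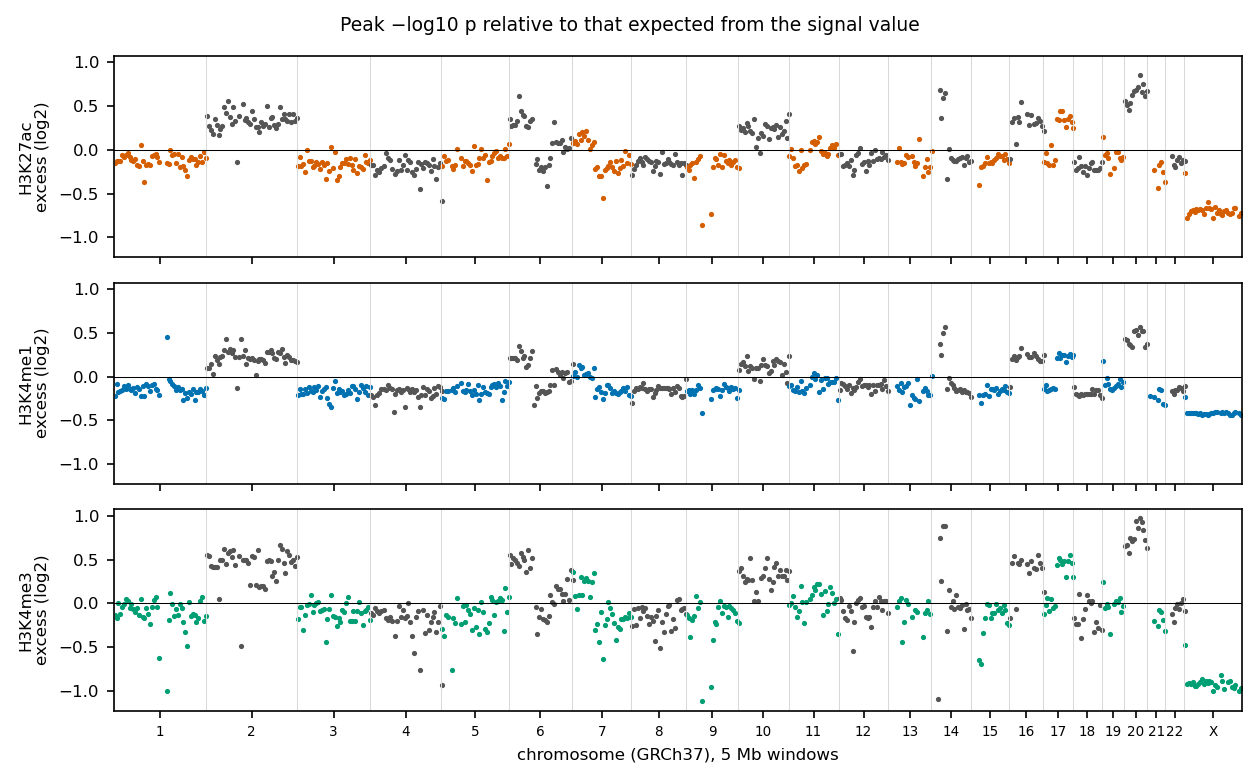
Excess of the −log10 p-value over that fitted from the signal value (log2), as the median of 5 Mb windows along the GRCh37 chromosomes for each pooled list. Each point is 1 window and colours alternate between chromosomes. By chromosome median, 20 was highest and X lowest in each list. Single windows elsewhere passed them, such as chromosome 14 from 35 Mb for H3K4me1 (0.57) and chromosome 9 from 40 Mb for H3K4me3 (-1.12).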

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

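The tests in this part were chosen only after the results were seen.

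H3K27ac and H3K4me1 differed in how their share changed from beside to at H3K4me3 summits. The difference between the changes was 45.9 percentage points (SD 6.60 over 23 chromosomes, range 32.1 to 55.6), positive on 23 of 23 chromosomes, with p = 1e-05 in a two-sided permutation test, the smallest the resampling can give. Since H3K27ac rose and H3K4me1 fell on each chromosome, this test had to come out so, and adds no evidence beyond the 2 changes themselves. Loss of nucleosomes or of mappable reads at the summit would remove both marks there, yet 99.98% of the summits in the strongest H3K4me3 quartile lay inside an H3K27ac region. A called region can bridge a gap narrower than itself, so the flanks bear on this too: at 500 bp to the left of those summits 91.0% of positions lay inside an H3K27ac region and 15.0% inside an H3K4me1 region. Splitting of H3K4me1 regions by the peak caller was tested by joining peaks within 1000 bp, which left a difference of -6.37 percentage points for H3K4me1, smaller than the -13.5 without joining but still past the threshold. Splitting may therefore account for part of the size of the dip. Whether it accounts for all of it is not settled, since joining closes no gap wider than 1000 bp. In the strongest quartile the H3K4me1 share was still rising at that distance, to 49.0% at 1000 bp to the left. Joining also merged H3K4me3 peaks, which changed the summits compared. Replacement of H3K4me1 by H3K4me3 on the same lysine is a candidate explanation: the H3K4me1 share at summits fell steadily with H3K4me3 strength, down to 2.60% in the strongest quartile. That explanation would not by itself account for the weakest quartile, where the share was higher at the summit (81.3%) than at 500 bp to the left or right (75.5% and 75.6%). In the third quartile the summit exceeded the positions at 1000 bp but not those at 500 bp. Whether the antibodies recognised the neighbouring methylation state was not tested and stays open, and with pooled lists it is not known how the difference varies between cultures.

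Chromosome Y, outside the main set, carried 73 H3K27ac regions, 163 H3K4me1 regions and 35 H3K4me3 regions. No control values were analysed for comparison, so these counts stand against a count of 0 only. The highest signal values there were 94.8 for H3K27ac, 8.27 for H3K4me1 and 56.9 for H3K4me3. Reads shared with chromosome X in the parts of Y that match it closely would gather in those parts, taken from general knowledge, with rounded boundaries, as the first 2.6 Mb and from 2.9 to 6.6 Mb. Those parts make up 26.8% of the reach of the regions but held 1 of the 271 regions, 0.369% (95% Wilson interval 0.0652 to 2.06). If such reads were discarded, or the parts masked, the low share follows by itself, and such reads would have made no regions. Either way, reads shared in those parts, as bounded here, can be the source of at most 1 of the 271 regions. This argues against them as the source of the regions on Y as a set. The count depends on the rounded boundary of 2.6 Mb. The first regions began just past it, at 2649523 for H3K27ac, 2649955 for H3K4me1 and 2649483 for H3K4me3. Reads shared with X or with other chromosomes elsewhere on Y were not tested and stay open. No biological explanation was tested, since the design has no group that bears on it.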

How the results depend on the processing

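The alternative that joined peaks was chosen after seeing the data, and the others were planned. Over 12 results, 85 alternative values were computed. Of these, 70 kept their direction and side of the threshold or stayed within 1.5 times the main count. A further 14 counts moved more than that, 1 test no longer passed its threshold and none reversed. Each result was judged alone. The order of the promoter-like and enhancer-like counts, which turned around with equal numbers per list, is therefore not covered. Taking peaks as listed could change nothing, since no peaks of a list overlapped, and its values say nothing about stability.

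With a −log10 q-value of at least 5, the H3K4me1-only count was 68436. The stronger 50% of each list by construction gave 33256 H3K27ac, 91296 H3K4me1 and 12223 H3K4me3 regions, with 12843 promoter-like, 18026 enhancer-like and 56890 H3K4me1-only regions. Equal numbers of the strongest regions per list gave 4974 enhancer-like and 10874 H3K4me1-only regions, beside 15876 promoter-like regions. Under each other alternative that gave both counts, enhancer-like regions outnumbered promoter-like regions. Windows of 200 bp to either side of summits gave 26459 enhancer-like regions. Joining peaks within 1000 bp gave 43428 H3K27ac, 111705 H3K4me1, 23677 enhancer-like and 65205 H3K4me1-only regions. Fewer or joined regions in a list follow from how the alternatives that filter or join are built. The windows around summits change the width of regions instead. Fewer regions by themselves also do not set the balance of promoter-like and enhancer-like regions. That balance changed with equal numbers of the strongest regions per list, which kept the whole H3K4me3 list. At 2000 bp beside summits the H3K4me1 difference was -0.15 percentage points (permutation p = 0.9). This pooled value averages quartiles of H3K4me3 strength with opposite directions, with 2.60% at the summit against 54.0% at 2000 bp to the left in the strongest and 81.3% against 37.7% in the weakest.

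The overlap ratios stayed above 1 and past the threshold under each alternative run. They ranged from 5.74 to 28.3 for H3K27ac with H3K4me3, from 3.54 to 10.4 for H3K27ac with H3K4me1, and from 3.95 to 8.26 for H3K4me1 with H3K4me3. The lowest of each came from moving regions by 50 to 500 kb. The H3K27ac strength difference ranged from 1.81 to 2.45 on the log2 scale. The H3K27ac change at summits ranged from 15.7 to 55.6 percentage points, and the H3K4me1 change from -31.8, in the stronger 50% of each list, to -0.15.

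No paired analysis was possible because each mark had a single pooled list with no replicate values, and for the same reason no replicate was left out in turn. Alternatives for promoter shares and for promoters of liver genes were not run, since those results need an annotation of GRCh37. The unknown depth of each library limits the comparison of list lengths between marks.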

Other observations

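The tests in this part were chosen only after the results were seen, except that the list of 5 chromosomes was fixed earlier for a test of regions per gene, which was not run because it needs a gene annotation of GRCh37. The density test exists in 2 forms, the later of which was added after the earlier had been read, and both are given.

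At a given signal value, −log10 p-values were higher on the 5 chromosomes listed as gained in HepG2 than on the other 18. The difference in mean excess was 0.40 (log2) for H3K27ac (p = 0.000416), 0.31 for H3K4me1 (p = 0.000357) and 0.47 for H3K4me3 (p = 0.000505), in two-sided exact permutation tests over 33649 sets of 5 chromosomes, with a Benjamini-Hochberg adjusted p of 0.000505 for each. Without X the differences were 0.37, 0.29 and 0.42. The lists came from the same cells and may share control libraries, so the 3 tests are not independent. The pattern is consistent with extra copies, which add reads to both the mark and its control and leave a ratio unchanged while raising its significance. This holds if the signal value is such a ratio, which is not stated. Chromosomes 6 and 10, which were not on the list, also had a raised H3K4me3 excess, of 0.30 and 0.34, while chromosome 14, which was, had 0.05.

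The density of H3K4me3 regions was weighed as another explanation. Density as part of the cause stays open. Over the 18 chromosomes not listed, the H3K4me3 excess rose with H3K4me3 regions per Mb by rank (Spearman rho = 0.73, permutation p = 0.00095), though not linearly (Pearson r = 0.253, permutation p = 0.18, and 0.539 without chromosomes 19 and 22). Over all 23, rho was 0.67 (permutation p = 0.00071) and r was 0.287 (permutation p = 0.16, and 0.521 without chromosomes 17 and 19). Adjusted over the 5 relations computed, 3 of them between lists and not interpreted, p was 0.00095 for rho over the 18, 0.00089 for rho over the 23, and 0.18 for r in both. Against density, its 3 densest chromosomes outside the list, 19, 22 and 1, averaged -0.03 (SD 0.05), near the -0.09 (SD 0.28) of the 15 others. H3K4me3 density as the whole cause is argued against by the later form of the test. That form removed a linear trend on the rank of H3K4me3 density from the excess of each list. The listed chromosomes still exceeded the others by 0.33 for H3K4me3 (exact permutation p = 0.0134), 0.29 for H3K27ac (p = 0.00663) and 0.23 for H3K4me1 (p = 0.00315), adjusted p from 0.00945 to 0.0134. The H3K4me3 difference was thus smaller than the 0.47 before the trend was removed, so density may account for part of it. The density of H3K27ac or H3K4me1 regions was not tested, so it stays open for those lists.

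For chromosome 14, a property of the whole chromosome is argued against by its windows. On chromosome 14, the H3K4me3 excess of the windows from 20 to 40 Mb was 0.82 above that of the rest. It was 0.75 above without the lowest window outside, which lay at -1.09. In each list the lowest of the 4 windows inside exceeded the highest outside. The stretch was picked by eye from the same values. Chromosome 17 from 35 Mb on exceeded its first part by 0.45 for H3K27ac, 0.37 for H3K4me1 and 0.48 for H3K4me3. Chromosome 6, which was not on the list, was also uneven. Its windows up to 70 Mb exceeded the rest by 0.39 for H3K27ac, 0.24 for H3K4me1 and 0.47 for H3K4me3. In each list, however, the lowest of those windows lay below the highest outside. Gains of chromosome segments are a candidate explanation that was not tested against any measured copy number.

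A place on chromosome 17 had the largest excess in all 3 lists, from 41400739 to 41401189 for H3K27ac, 41399854 to 41401195 for H3K4me1 and 41400748 to 41401173 for H3K4me3 (GRCh37). The excess there was 4.83, 4.92 and 4.18 (log2), while the next region more than 10 kb away had 1.85, 1.77 and 1.62. The second largest H3K4me3 excess, 1.80, lay beside the place itself, from 41401768 to 41402169. It was the most significant H3K4me1 region, with a −log10 p-value of 710.0, at a signal value of 5.25 that exceeded 82.0% of the list. The H3K27ac region there exceeded 46.3% of its list by signal value and the H3K4me3 region 1.16%, so the H3K4me3 value was near the bottom of its list. Presence in all 3 lists with the largest excess of 4.92 in the H3K4me1 list, and no signal value among the highest, is consistent with high local background, such as a sequence with more copies in the cells than in the reference. The control libraries were not analysed here, so the background itself was not measured. The place was chosen after its values were seen.

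The weakest decile of the H3K4me3 list overlapped H3K27ac more often than the decile above it, 62.6% against 52.3%, a difference of 10.4 percentage points that was positive on 21 of 23 chromosomes (two-sided permutation p = 3e-05, adjusted p = 8e-05 over 24 comparisons). Fragments beside another peak of the same list were argued against, since without peaks within 1000 bp of another the rise was 10.1. More weak peaks on the 5 listed chromosomes were argued against as well, since without those chromosomes the rise was 11.4. The H3K4me1 list rose by 4.14 for H3K27ac and 4.84 for H3K4me3, whereas overlap of the H3K27ac list with H3K4me1 showed no rise beyond its spread (0.165, permutation p = 0.82, positive on 9 of 23 chromosomes). The overlap of H3K27ac with H3K4me3 rose by 1.56 over all regions and by a mean of 1.81 over chromosomes (permutation p = 0.0075, adjusted p = 0.011). Without peaks near another the rise was 1.38 over all regions and 0.915 over chromosomes (permutation p = 0.45, adjusted p = 0.54). That comparison had 2322 and 2163 regions against 6651 in each decile, so the lost call may reflect fewer regions and decides nothing. Without the 5 listed chromosomes the rise was 1.55 over all regions and 1.51 over the other 18 chromosomes (permutation p = 0.039), and its adjusted p of 0.052 did not pass 0.05 either. The explanation for the H3K4me3 rise stays open. A high control background under weak peaks was not tested.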
